A study of Mus musculus with 6 samples. Its data were reported in "A Switch in Iron Delivery Is Critical for Postnatal Kidney Development" (2026).

How the data were processed

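RNA from 6 whole mouse kidneys at postnatal day 13 (3 Control, 3 TfR1 knockout with Six2Cre; diet with 220 ppm iron) was measured by single-end sequencing of poly-A libraries. The authors trimmed the reads, aligned them with TopHat to mm9, kept uniquely aligned reads and deposited raw counts per gene made with HTSeq, with no normalization. Unique counting leaves out reads that fit several genes, which lowers the counts of genes with near-identical copies. The deposited tables hold 24422 gene symbols in 6 columns, each matched to a sample by its label, and no rows of unassigned reads. Total counts ran from 16591156 to 22898008 per library. Counting error is therefore small for abundant genes, and the 3 libraries per group limit the precision.

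Groups and replicate numbers were taken from the sample labels. The comparison, its test, the gene lists, the preset genes and the alternatives were fixed before the data were examined. The tool and the thresholds followed the study, which names DESeq2, a 2-fold change and an adjusted p under 0.05. The other settings were chosen here. They were DESeq2 1.42.0 in R 4.3.3, a Wald test on the raw counts with median-ratio size factors, Benjamini-Hochberg adjustment and no covariate. A gene was called at an adjusted p under 0.05 and an unshrunken fold change of at least 2. Independent filtering was tuned at 0.05, which left 16509 genes with an adjusted p and set the lowest mean count tested at 3.51. Outlier filtering gave 29 genes no p-value. Tuning at the tool's default of 0.1 was seen first and is kept as an added alternative. Named genes are the preset list, plus the 5 higher and 5 lower genes with the largest fold changes among called genes with a mean of at least 100 normalized counts and no overlap between groups. A fold against a group with at most 3 counts in every library was computed against 3 counts and is given as a bound, which covers counting error only. Positions came from the GENCODE annotation of the same build, matched by symbol for 22003 genes.

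The alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM), limma 3.58.1 with voom, other size factors, filters on low counts, outlier filtering off, shrunken fold changes, a null of at most 2-fold, other thresholds, the replicate number as a block, and leaving out each library. For lists they were fry, camera with a correlation of 0.01 or estimated, all genes with an adjusted p under 0.05, edgeR's genes and leaving out each library. Fisher's tests counted a list's genes among those with an adjusted p. Chosen after seeing the data were a covariate for Xist and corrections for GC content and transcript length.

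The code was tested on simulated data: counts for 19985 genes with the means, dispersions and depths of these libraries, 200 of them changed. DESeq2 recovered 92% of the changed genes, but 24.6% of its 244 calls were unchanged genes, above the nominal 5%. edgeR recovered 80.5% with 5.85% false, and limma-voom 82.5% with 5.17% false. No recovered gene had the wrong sign. DESeq2 was kept because the design was fixed beforehand, and edgeR's counts are given beside it. The seeded list was recovered and 0 random lists were called. A share of false calls depends on how many genes truly change, so the simulated share does not carry over to the real list. The simulated dispersions were edgeR's estimates for these libraries and varied widely between genes (prior degrees of freedom 4). The shares of simulated genes recovered or false count calls at an adjusted p under 0.05 with no fold threshold.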

Results

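Poly-A RNA from whole mouse kidneys at postnatal day 13 was counted per gene in 6 libraries. There were 3 Control libraries and 3 libraries from kidneys in which the transferrin receptor gene Tfrc (TfR1) was deleted with Six2Cre, a recombinase line active in the progenitors of the nephron. The total gene counts were 22898008, 21228779 and 16591156 in Control replicates 1 to 3, and 19364944, 17486578 and 19993541 in TfR1 knockout replicates 1 to 3. At least 1 read was counted for 19985 of 24422 genes. The first principal component of the 500 most variable genes (log2 of normalized counts plus 1) held 57.4% of their variance and separated the groups. Control replicates 1 and 2 were the closest pair (Pearson r 0.979 across genes, which are not independent replicates), and Control replicate 3 stood farther from both (r 0.943 and 0.95). On the second component (15.4% of variance), Control replicate 1 (23.6) instead stood apart from Control replicates 2 and 3 (-13.7 and -12.1). The labels give 6 separate samples. No pair agreed within counting noise, so none was taken for a repeat deposit of another, which does not test whether the kidneys came from separate animals. Coordinates are those of the mm9 (NCBIM37) build.

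The targeted gene was examined first. Tfrc (chromosome 16, 32609006 to 32632880) had 5229 ± 1434 normalized counts in Control kidneys and 5640 ± 1482 in TfR1 knockout kidneys (mean ± SD, n = 3 each). Its per-library values overlapped between groups, and the change did not pass the threshold (log2 fold change 0.11, SE 0.29, DESeq2 adjusted p 0.853). Its sign changed when Control replicate 3 or TfR1 knockout replicate 1 was left out. The floxed exons 3 and 4 (32614652 to 32614853 and 32615279 to 32615480) hold 202 bases each of a 4890-base transcript with 19 exons. Their 404 coding bases leave a remainder of 2 over whole codons, so their loss would shift the reading frame. Why the count did not fall was not tested, and reads within these exons were not analysed here. The group labels are not checked by this gene.

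The comparison of TfR1 knockout with Control kidneys asked which transcripts change when the receptor gene is targeted with Six2Cre in the nephron lineage. The study describes cells that apparently escaped this deletion and were present in tubules at postnatal day 13. At an adjusted p under 0.05 and a fold change of at least 2, 728 genes were higher and 736 lower in knockout kidneys (DESeq2 Wald test, 16509 genes tested). Without the fold threshold 2463 genes passed. Testing against a null of at most 2-fold, which is stricter by construction, moved the 2-fold counts most, to 122 higher and 86 lower genes. At the same thresholds, edgeR's quasi-likelihood test called 380 higher and 353 lower genes, of which 380 and 349 were also called by DESeq2. In counts simulated with 200 changed genes, DESeq2 called 60 unchanged genes and edgeR 10, so DESeq2 was the less strict of the pair there. Those calls used an adjusted p under 0.05 with no fold threshold, unlike the 2-fold lists. The simulated dispersions were edgeR's estimates, which may favour edgeR.

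The 5 higher genes with the largest fold changes under the preset rule were Areg, Crisp1, Sprr2g, Cyp2j13 and Sprr2f. Areg (chromosome 5, 91568641 to 91577458) had at most 2 counts in any Control library and 326 ± 171 normalized counts in knockout libraries (n = 3), at least 116-fold higher (DESeq2 adjusted p 3.89e-22). Crisp1 (chromosome 17, 40430707 to 40456156) had at most 3 counts in any Control library and was at least 108-fold higher (DESeq2 adjusted p 1.89e-25). Cyp2j13 (chromosome 4, 95694225 to 95744237) rose from 12.5 ± 5.47 to 1460 ± 3.86 normalized counts (log2 fold change 6.91, SE 0.30). Sprr2g and Sprr2f lie next to each other on chromosome 3 (92177837 and 92169109), with log2 fold changes of 6.97 and 6.33. Among Control libraries both were highest in Control replicate 3 (35.5 and 20.5 normalized counts), and without that library the changes were 8.35 and 7.83. The Sprr2 and Cyp2j genes belong to families of similar sequence, so how their reads divide among members is uncertain.

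The 5 lower genes with the largest fold changes were Pvalb, Slc7a13, Serpina6, Slc5a2 and Slc34a3. Slc5a2 (chromosome 7, 135409171 to 135415944), the proximal glucose transporter SGLT2, fell from 4539 ± 1355 to 130.2 ± 60.6 normalized counts (n = 3 each; log2 fold change -5.12, SE 0.37, DESeq2 adjusted p 6.69e-40). Pvalb (chromosome 15, 78021544 to 78036830), a marker of the distal convoluted tubule, fell from 313 ± 139 to 3.95 ± 4.36 (log2 fold change -6.42, SE 0.66). Serpina6 had a log2 fold change of -5.36, Slc7a13 of -6.04 and Slc34a3 of -5.00. The change of Pvalb was -7.75 without TfR1 knockout replicate 2, and that of Slc7a13 -7.37 without TfR1 knockout replicate 1. Within the Control group these genes were lowest in replicate 3, where Serpina6 stood at 15356 normalized counts against 49245 and 47439 in replicates 1 and 2.

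A list of 28 genes, most of them discussed in the study, was fixed before the data were examined. The study's text does not name Mki67, Top2a or Havcr1. Because the study drew on these same libraries, changes in the list are not independent evidence. In all, 21 genes passed an adjusted p under 0.05 over all genes tested (8 higher and 13 lower), and 22 passed when adjusted over the list alone. edgeR passed 13 of them. Umod (chromosome 7, 126606380 to 126622769), made in the thick ascending limb, fell from 39215 ± 14669 to 3126 ± 1431 normalized counts (n = 3 each; log2 fold change -3.65, SE 0.42, DESeq2 adjusted p 1.16e-15). Slc12a3 (chromosome 8, 96853092 to 96890113), the distal thiazide-sensitive cotransporter, fell from 17080 ± 5621 to 1081 ± 506 (log2 fold change -3.98, SE 0.38). The decreases of Slc12a1 and Lrp2 were smaller (log2 fold changes -1.19 and -1.48), and neither passed under edgeR. Slc12a1 also lost its call without Control replicate 1, Control replicate 2 or TfR1 knockout replicate 3. Aqp1 overlapped between groups and lost its call when any of 4 libraries was left out (DESeq2 adjusted p 0.0423 with all libraries). Aqp2 (chromosome 15, 99409487 to 99414976), a collecting duct water channel, rose from 4579 ± 1881 to 30696 ± 17578 (log2 fold change 2.74, SE 0.44, DESeq2 adjusted p 4.92e-08). Calb1 and the podocyte gene Podxl did not pass (DESeq2 adjusted p 0.879 and 0.317), and the sign of Calb1 changed when Control replicate 2 or TfR1 knockout replicate 3 was left out.

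**Figure D1:**
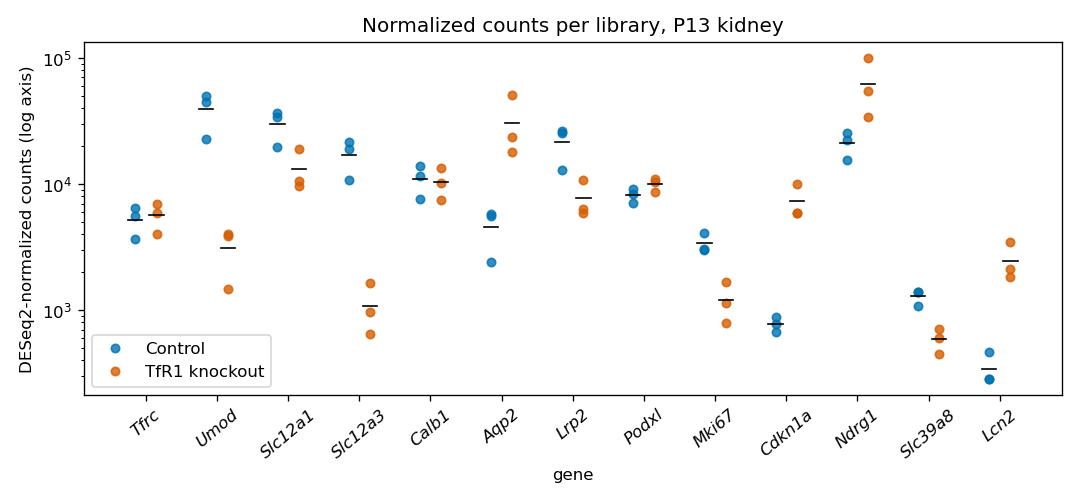
Normalized counts on a log axis for 13 of the preset genes, with 1 point per library, blue for Control, orange for TfR1 knockout, and a black bar at each group mean. Tfrc overlaps between groups, whereas Slc12a3 has a mean of 17080 in Control and 1081 in knockout libraries.

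The proliferation genes Mki67 and Top2a fell (log2 fold changes -1.49 and -1.14). Cdkn1a (chromosome 17, 29227924 to 29237667) rose from 778 ± 108 to 7282 ± 2409 normalized counts (n = 3 each; log2 fold change 3.23, SE 0.27, DESeq2 adjusted p 6.61e-30). Of the preset targets of the hypoxia-inducible factor (HIF), Edn1, Eno2, Hk2 and Ndrg1 rose (log2 fold changes 2.22, 1.79, 2.30 and 1.57). Ndrg1 did not pass the threshold under edgeR. In the HIF list used below, 14 of 37 tested genes rose and 1 fell at a DESeq2 adjusted p under 0.05. Vegfa and Slc2a1 were among those that did not pass (log2 fold changes 0.22 and 0.78). Epo was low throughout, with at most 29 counts in a Control library and 1 in a knockout library, and was at least 4.48-fold lower (DESeq2 adjusted p 0.00803). That call was lost without TfR1 knockout replicate 3. Of the 6 fits that each left out 1 library, only 5 gave Epo an adjusted p. The iron importer gene Slc39a8 (chromosome 3, 135488243 to 135551536) fell from 1297 ± 181 to 589 ± 130.0 (log2 fold change -1.14, SE 0.24, DESeq2 adjusted p 4.36e-05), while Slc39a14 and Slc11a2 did not pass over all genes (DESeq2 adjusted p 0.118 and 0.76). The injury genes Lcn2 and Havcr1 rose (log2 fold changes 2.84 and 2.55), Havcr1 not past the threshold under edgeR and at 1.83 without TfR1 knockout replicate 1. Of the Bardet-Biedl genes, Bbs1, Bbs2, Bbs7 and Ttc8 fell (log2 fold changes -1.15, -0.70, -0.93 and -1.39), and Mkks passed only without Control replicate 3. The calls of Bbs1 and Bbs2 were each lost without Control replicate 1 or without Control replicate 2, and edgeR passed neither Bbs1 nor Ttc8. Six2 had at most 8 counts in any library, and no difference was detectable at this depth (DESeq2 adjusted p 0.615).

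Whole programs were compared through 22 gene lists fixed before the data were examined, several of which follow themes of the study and so are not independent of these libraries. Each list was tested for over-representation among the 2-fold genes by a one-sided Fisher's exact test, adjusted over 44 tests. The lists share genes, so they do not count separate programs. The macrophage and complement lists share C1qa, C1qb and C1qc, and the HIF and p53 lists share Cdkn1a. Solute carriers include genes of the segment lists, such as Slc5a2 and Slc12a3. Among higher genes, 6 lists passed. The macrophage list had 14 of 20 genes (adjusted p 1.24e-13, median log2 fold change 1.49), p53 targets 14 of 22 (adjusted p 4.72e-13, median 1.14), tubule injury 7 of 13 (adjusted p 3.00e-06, median 1.27), complement and coagulation 10 of 29 (adjusted p 2.15e-06, median 0.89) and HIF targets 8 of 37 (adjusted p 8.32e-04, median 0.71). Without TfR1 knockout replicate 1 the HIF median was 0.45. Solute carriers were over-represented in both directions, with 27 of 339 higher and 37 of 339 lower (adjusted p 0.00834 and 3.00e-06).

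Among lower genes, 7 lists passed. These were the thick ascending limb with 9 of 10 genes (adjusted p 7.01e-11, median log2 fold change -1.70), the distal convoluted tubule with 4 of 5 (adjusted p 1.04e-04, median -2.07), mitosis with 17 of 40 (adjusted p 4.50e-12, median -0.95), DNA replication with 7 of 29 (adjusted p 9.88e-04), the proximal tubule with 7 of 30 (adjusted p 0.00113), Bardet-Biedl genes with 3 of 12 (adjusted p 0.0486) and the solute carriers given above. The Bardet-Biedl call was lost under edgeR's genes and when any of 5 libraries was left out, and the DNA replication call under edgeR's genes, fry and 3 of the 6 omissions. The remaining lists passed in neither direction of Fisher's test on the 2-fold genes of all libraries, although stroma passed among lower genes without Control replicate 1 or Control replicate 2, and erythroid without TfR1 knockout replicate 3. In other tests on all libraries, connecting and collecting duct passed among higher genes when all genes with an adjusted p under 0.05 were counted (adjusted p 0.0134), and camera with a correlation of 0.01 passed respiratory chain and nephronophthisis genes as lower (adjusted p 0.00202 and 6.71e-04) but not the proximal tubule or solute carriers (adjusted p 0.0606 and 0.741 as lower). The proximal tubule list also passed among higher genes without Control replicate 2 or TfR1 knockout replicate 1. The median log2 fold changes of the remaining lists were 0.23 for connecting and collecting duct, 0.019 for podocyte, -0.057 for endothelium, -0.49 for stroma, -0.39 for nephronophthisis genes, -0.031 for other cyst genes, -0.11 for nephron progenitor, 0.14 for iron handling, -0.18 for respiratory chain and -0.51 for erythroid. The sign of the podocyte median flipped under upper-quartile and total-count scaling. Leaving out 1 library changed the sign of the podocyte, endothelium, other cyst, nephron progenitor and erythroid medians, and without Control replicate 3 the stroma median was -0.062 and the connecting and collecting duct median 0.0086. The iron handling median ran from 0.064 without TfR1 knockout replicate 2 to 0.24 without Control replicate 3, and the respiratory chain median from -0.29 without TfR1 knockout replicate 2 to -0.080 without TfR1 knockout replicate 3. fry, which tests each list against the spread between libraries, passed 5 of the 6 higher lists, without solute carriers, and 4 of the 7 lower lists, without DNA replication, proximal tubule and solute carriers. It also passed nephronophthisis genes as lower. With the correlation between genes estimated, camera passed none.

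**Figure D2:**
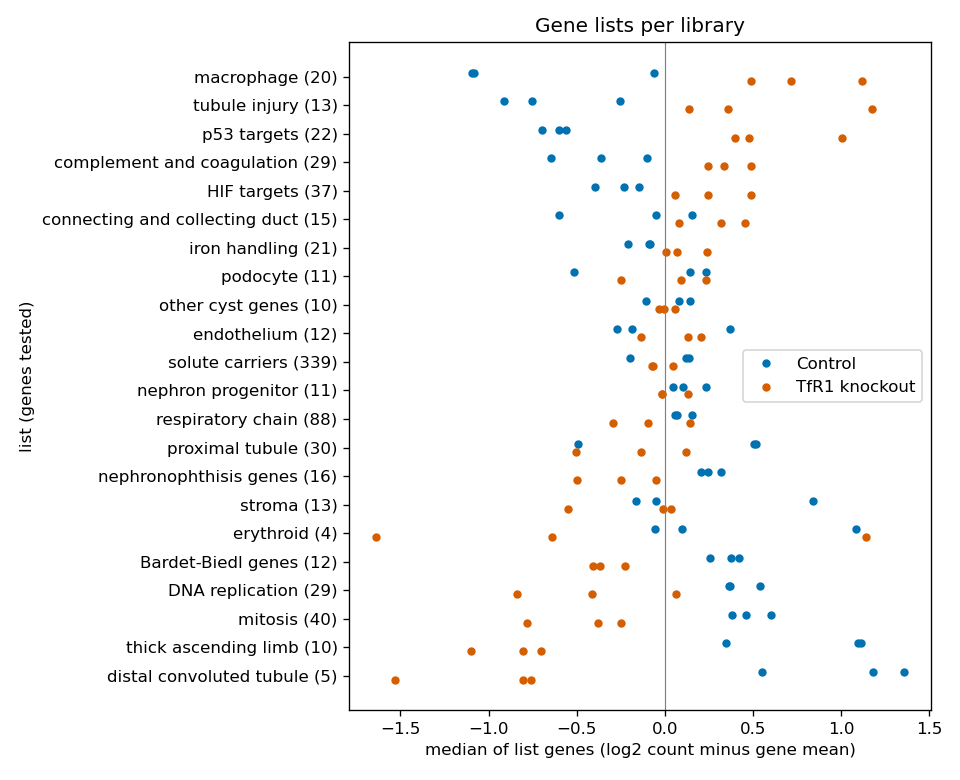
Median of each list's genes in each library, as log2 normalized count minus the gene's mean over the 6 libraries, with 1 point per library (blue Control, orange TfR1 knockout) and the number of genes tested in brackets. The thick ascending limb medians lie between 0.35 and 1.11 in Control and between -1.10 and -0.70 in knockout libraries.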

Values the study reported

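The study reported 353 genes higher and 441 genes lower in the Six2Cre knockout kidneys, at 2.0-fold or more. For Ndrg1 it gave an increase of 2.11-fold in its transferrin receptor model.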

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

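The counts of called genes depended on the test more than on scaling or filtering. edgeR called 380 higher and 353 lower genes and 921 at an adjusted p under 0.05, and limma-voom 365, 372 and 941. In counts simulated with edgeR's dispersions, DESeq2 made more false calls than either at an adjusted p under 0.05 with no fold threshold. Both tests shared 668 of DESeq2's 1464 genes. A null of at most 2-fold left 122 higher and 86 lower genes, by its stricter construction, and a 1.5-fold threshold gave 1129 higher genes. The other settings that used all 6 libraries kept the counts of higher and lower genes within 1.5 times. Tuning the filter at 0.1 gave 726, 736 and 2437. Total-count scaling shifted the median of all genes by -0.10 (log2), with 581 higher and 829 lower genes.

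Across the 6 fits that each left out one library, higher genes ranged from 537 to 821, lower genes from 498 to 1146 and genes at an adjusted p under 0.05 from 1239 to 3205. The largest counts came without TfR1 knockout replicate 1, the smallest count at an adjusted p under 0.05 without Control replicate 1; the cause was not tested. Of the 1464 genes, 718 (49%) were called in all 6. The log2 change of Tfrc ranged from -0.095 to 0.30 and that of Calb1 from -0.32 to 0.10, both crossing 0. Neither passed the threshold in any of these fits. Preset genes past the threshold numbered 13 under edgeR against 21; the cause was not tested. Among the named genes other than Tfrc, over all alternatives and with edgeR's losses included, 26 results lost their call, 1 gained one and 731 stayed on their side.

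With the correlation between genes estimated, camera passed 0 lists in the higher and 0 in the lower direction, with 1 and 1 at an unadjusted p under 0.05. Following 1 direction per list over all alternatives, this camera test included, 27 results for single lists lost their call and 6 gained one. In addition, 14 list medians moved by more than the spread between replicates. The proximal tubule median ranged from -0.72 to -0.15 over the 6 fits that each left out one library, lowest without TfR1 knockout replicate 2, and the nephron progenitor median from -0.42 to 0.25.

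With the replicate number as a block, 658 genes were higher, 750 lower and 2172 had an adjusted p under 0.05. The correlations of same-numbered libraries' deviations were -0.0424, -0.0104 and 0.0824 on log2 values, and 0.0375, 0.00648 and 0.189 on variance-stabilized values. On neither scale did every pair pass 0.1, so the numbers were not taken to pair the libraries. The depth limits what can be said of Six2 and Epo, which had few counts.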

Other observations

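The tests of library size, abundant genes, the Umod ratio, the proximal tubule, Control replicate 3, the Atf4 list and windows across the genome were chosen after the results were seen. The count of higher genes here was 728. That is higher than the value quoted from the study above. The count of lower genes here was 736. That is higher than the value quoted from the study above. Both counts are DESeq2's, and the direction for lower genes depends on the test: edgeR and limma-voom called 353 and 372. Those are lower than the quoted value.

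Technical sources of the called genes were weighed. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many 2-fold genes, the real one, and the largest other split gave 166; with 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. Removing per-library trends kept 97.4% of the called genes with a GC value, and 97.4% of those with a length, which argues against either trend as the whole source. Total counts overlapped between groups (two-sided exact permutation p 0.5, n = 3 each, where the smallest possible is 0.1). Median-ratio and total-count scaling shared 1301 called genes. With Xist as a covariate 1363 genes stayed called. Xist and the Y-linked Ddx3y overlapped between groups. The erythroid list differed by -0.76 (log2) between groups and overlapped; only 4 of its genes were tested.

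Genes within 10 Mb of Tfrc were called more often than genes elsewhere, 25 of 146 (17.1%) against 8.83% (one-sided Fisher's exact test, p 0.00109). With edgeR the shares were 10% and 4.74% (p 0.00939). The Fisher test on DESeq2's genes was set before the data were examined; the edgeR form of it was not. Of windows of the same width around other genes with at least 100 tested genes, 0.143% held as large a share, which argues against ordinary clustering of neighbouring genes, although windows overlap and are not independent. DNA carried along with the targeted allele from another strain may contribute, as a hypothesis. How far such DNA would reach was not tested, and the window tested holds these 25 called genes only. They went both ways (13 higher, 12 lower), and within 1 Mb the share was 4 of 34, no denser than farther out. The window also holds thick ascending limb genes such as Cldn16 and Tmem207, named after their values were seen, whose segment fell as a whole. A regional effect of the locus stays open. Strain DNA stays open only if the controls did not carry the floxed allele as the knockouts did. The study describes its sequencing controls as wild-type littermates. In another experiment it gives the name WT to floxed littermates. The sample labels do not give the control genotype.

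Segment markers did not fall alike. The gap between podocyte and thick ascending limb medians widened by 1.80 (log2) in knockout libraries without overlap, which argues against an equal loss of all nephron cells. Within the thick ascending limb, the log2 ratio of Umod to Slc12a1 was 0.40, 0.46 and 0.21 in Control replicates 1 to 3. It was -1.40, -2.29 and -2.71 in knockout replicates 1 to 3. The difference of -2.49 argues against an even loss of limb cells as the whole source. Loss of the limb cells richest in Umod would give the same ratio, which bulk counts cannot tell from a change within cells. The study reports that most surviving uromodulin-positive tubules consisted entirely of cells that kept the receptor. In the proximal tubule list, 4 genes (Slc22a6, Pck1, Cyp2e1 and Cyp4b1) rose with an adjusted p under 0.05 while 8 fell. edgeR passed 3 of the 4. Of the 8, it did not pass Lrp2, Aqp1 or Slc6a19 (edgeR adjusted p 0.0537, 0.127 and 0.103). Fewer proximal tubule cells alone would not raise the 4 that rose. A change of state within surviving cells is a candidate explanation that was not tested directly.

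Trib3, noticed after its values were seen, rose (DESeq2 log2 fold change 4.37, adjusted p 7.54e-45). A list of 21 other genes of the integrated stress response, which acts through Atf4, was then tested. Its median log2 fold change was 0.78, 17 genes rose and 4 fell, and 10 were called higher at 2-fold. fry gave p 1.81e-04 and camera with estimated correlation 0.0109, both two-sided. The list medians were higher in 3 of 3 knockout libraries than in every Control library. Of its genes, 3 are in other lists used here. Activation of this response is consistent with these values, as a hypothesis formed and tested on the same libraries.

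Six2 itself did not pass, and the median log2 change of the progenitor list was -0.11 with members going both ways, so persisting progenitors cannot be told apart from their absence at these counts.

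By correlation across genes, Control replicate 3 stood apart from the other Control libraries. Across 13153 genes, which are not independent replicates, Control 3 minus Control 1 followed knockout minus Control 2 with r 0.206. Control 2 minus Control 1 against knockout minus Control 3 gave 0.00836. What the similar Control replicates 1 and 2 share (r 0.979) enters both differences of the first comparison and raises its r. The 0.206 therefore cannot show a change shared with the knockout. Control replicate 3 was no closer to knockout replicates 1 to 3 (r 0.906, 0.871 and 0.908) than Control replicate 2 (0.925, 0.875 and 0.910). Control replicate 1 gave 0.910, 0.869 and 0.909. Its proximal tubule median lay -1.01 (log2) from the mean of Control replicates 1 and 2, thick ascending limb -0.76 and distal convoluted tubule -0.72. Its macrophage median lay 1.03 and tubule injury 0.58. All of these were in the knockout's direction. Erythroid lay 1.06, stroma 0.95, connecting and collecting duct -0.65 and mitosis 0.18, all against it. The lists not given here also went both ways. With 1 library, differences in animal, tissue taken or processing cannot be told apart.

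Sex-linked counts varied within both groups. TfR1 knockout replicate 3 had 1031 normalized counts of Xist beside 2347 of Ddx3y, where Control replicate 2 and TfR1 knockout replicate 1, with 1410 and 1819 of Ddx3y, had 78.2 and 145 of Xist. Control replicate 3 had 10.8 of Ddx3y beside 22092 of Xist, and TfR1 knockout replicate 2 2.56 beside 27153. Whether TfR1 knockout replicate 3 holds RNA of a single animal was not tested, and the n of 3 knockout libraries rests on its label.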
